# Alleviating iatrogenic effects of paclitaxel via anti-inflammatory treatment

**DOI:** 10.21203/rs.3.rs-2487922/v1

**Published:** 2023-01-30

**Authors:** Mengwei Zhang, Saran Lotfollahzadeh, Nagla Elzinad, Xiaosheng Yang, Murad Elsadawi, Adam Gower, Mostafa Belghasem, Tarek Shazly, Vijaya B. Kolachalama, Vipul Chitalia

**Keywords:** Peripheral artery disease, drug coated balloon, paclitaxel, dexamethasone, inflammation

## Abstract

**Background:**

Paclitaxel is touted as an essential medicine due to its extensive use as a chemotherapeutic for various cancers and an antiproliferative agent for restenosis. Due to recent concerns related to long-term mortality, paclitaxel (PTX)-based endovascular therapy is now surrounded by controversies.

**Objective:**

Examine the inflammatory mediators driven by the systemic administration of PTX and explore the means to suppress these effects.

**Methods:**

RNAseq analysis, cell and mouse models.

**Results:**

RNAseq analysis of primary human endothelial cells (ECs) treated with PTX demonstrated transcriptional perturbations of a set of pro-inflammatory mediators, including monocyte chemoattractant protein-1 (MCP-1) and CD137, which were validated in EC lysates. These perturbations were abrogated with dexamethasone, a prototypic anti-inflammatory compound. The media of ECs pre-treated with PTX showed a significant increase in MCP-1 levels, which were reverted to baseline levels with DEX treatment. A group of mice harvested at different time points after PTX injection were analyzed for immediate and delayed effects of PTX. A 3-fold increase in MCP-1 was noted in blood and aortic ECs after 12 hours of PTX treatment. Similar changes in CD137 and downstream mediators such as tissue factor, VCAM-1 and E-selectin were noted in aortic ECs.

**Conclusions:**

Our study shows that systemic PTX exposure upregulates atherothrombotic markers, and co-delivery of DEX can subdue the untoward toxic effects. Long-term studies are needed to probe the mechanisms driving systemic complications of PTX-based therapies and evaluate the clinical potential of DEX to mitigate risk.

## 1. Introduction

Peripheral artery disease (PAD) results from atherothrombotic occlusion of the large and medium-sized arteries in the lower limb and is the third leading cause of atherosclerotic morbidity after coronary artery disease (CAD) and cerebrovascular disease^1–3^. The prevalence of PAD in the United States for people over 40 years of age is 8.5 million, with risk increasing substantially with age. Percutaneous transluminal angioplasty (PTA) constitutes the mainstay of therapy for endovascular revascularization^4^.

Drug-coated balloon (DCB) endovascular therapy is an attractive approach to inhibit restenosis within the femoropopliteal and coronary vasculature. Paclitaxel (PTX) is a potent inhibitor of microtubular assembly and cell division^4^, and the therapeutic agent present on all clinically approved DCBs. A recent meta-analysis of randomized trials demonstrated that PTX-treated patients experienced an increased late mortality rate^5^. This result prompted the United States Food and Drug Administration (FDA) to issue a warning that ultimately led to a marked reduction of the clinical use of PTX-based stents and balloons. While there is no known causal mechanism connecting PTX-based therapy with mortality, the FDA’s response to limiting the use of these devices has left a void within the interventional community for treating patients, most notably those with PAD.

Since the FDA’s warning was related to evidence of systemic toxicity in PTX-based devices, we sought to evaluate the downstream systemic effects that are triggered after PTX exposure in cell culture and mouse models. We hypothesized that increase in PTX concentration due to systemic exposure triggers a cascade of biochemical events that can alter the signaling of cytokine and pro-inflammatory pathways, leading to iatrogenesis. To minimize these downstream events, we used the clinically approved anti-inflammatory agent dexamethasone in conjunction with PTX delivery and evaluated the potential to abrogate systemic toxicity. Our study proposes compensatory strategies to minimize untoward PTX-induced effects, which is needed to rejuvenate interest in PTX-coated devices to treat obstructive arterial disease.

## 2. Methods

### Study design

All animal experiments were conducted after the IACUC approval from Boston University and Boston University Medical Campus. All procedures conformed to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes or the NIH Guide for the Care and Use of Laboratory Animals. Figure 1A shows the overview of the study including the cell culture models, viability, migration and immunosorbent assays, RNA sequencing and mouse models. The study is reported in accordance with ARRIVE guidelines.

### Cell culture

Pooled human umbilical vascular endothelial cells (ECs) (Cat No. C2519AS) were obtained from Lonza and grown in EGM-2 media made from EBM-2 media supplemented with an EGM-2 BulletKit (Cat No. CC-3162; Lonza). Cells were incubated in a 37°C humidified incubator with 5% CO_2_. ECs were grown in gelatin-coated plates. The culture plates were coated with 2% gelatin (Cat No. G1890; Sigma) and air dried for at least 1 hour before use.

### Drugs

Paclitaxel (PTX) (Cat No. P9600; LC Laboratories) and dexamethasone (DEX) (Cat No. 11015; Cayman Chemical Company) were dissolved in DMSO (Cat No. D8418–250ML; Sigma).

### Cell viability assay

ECs seeded in 96-well plates underwent survival assay using alamarBlue solution (Cat No. BUF012B; Bio-Rad) per the manufacturer’s instructions.

### RNA extraction

ECs were seeded in p60 plates, treated with DMSO and PTX at ~ 60% confluence for 24h, and harvested for RNA extraction following the RNeasy Mini Kit protocol (Cat No. 74104; Qiagen). RNA was eluted with 40 μL of RNase-free water. RNA concentration was measured with a spectrophotometer (BioDrop).

### Antibodies

Primary antibodies used were CKS2 (Cat No. ab155078; Abcam), BMF (Cat No. 50542S; Cell Signaling), CD137 (34594S; Cell Signaling), MCP-1 (Cat No. 81559S; Cell Signaling), HSP90 (Cat No. 8165S; Cell Signaling). Proteins were visualized with chemiluminescent substrate (Cat No. 34577; Thermo Scientific) and a developing machine (Evolve).

### Migration assay and imaging

EC cells were grown in 6-well plates until 60% confluency and treated with drugs for 18h. A single scratch with a P1000 pipette tip was induced on the monolayer. Media was aspirated and 2 ml of new drug-treated media was added after scratch. Images were taken at baseline, immediately after scratch, and at 6 hours, 24 hours and 48 hours post-scratch.

### Image processing

All images were taken with a Nikon Eclipse Ti inverted microscope with bright field camera at the Boston University School of Medicine (BUSM) Imaging Core. NIS-Elements software was the platform used for controlling the microscope and documenting photos. Six fields of 10X images were taken randomly with phase 1 lenses to create a wide-field image. X, Y and Z coordinates of the scratch in each well were saved onto the microscopy software so that each time point would have the image at the same location to reduce variability. Images were exported as full-resolution tagged image le format (TIFF) and quantified with ImageJ software. The “straight line” tool was used to make a random horizontal straight line across the scratch to measure the distance of the gap in three different locations of the same sample. Each sample was repeated in triplicate. The distance of the gap was taken at a random location for the same well at different time points. The straight line was then added to the “ROI manager” and values were measured in pixels.

### Animal model

A group of female C57BL/6, 8–10 week old mice were obtained from Jackson Laboratories and housed by Boston University Medical Center with approval from the Institutional Animal Care and Use Committee (IACUC AN-1549). DEX and PTX were dissolved in DMSO and further diluted in normal saline for intraperitoneal (IP) injections at 5 mg/kg. Isoflurane inhalation was used as an anesthetic agent. Specifically, we used 2% inhalation for induction and 1% isoflurane inhalation for maintenance using a nose cone. Euthanasia was induced via CO2 inhalation in a pre-charged chamber followed by secondary euthanasia by thoracotomy. These methods are consistent with the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association. Serum, heart, kidney, liver, and aorta were collected at either 20 minutes or 12 hours after IP injection. Serum underwent ELISA and LC/MS studies to examine various inflammatory cytokine levels and serum PTX levels. Mouse aortas were subjected to immunofluorescence staining and protein analysis.

### Cytokine ELISA panel

ECs plated in 6-well plates were treated with vehicle, PTX, DEX, or PTX + DEX. 300 μl of media was collected and sent to Quansys Biosciences (Utah, USA) to perform the Human Cytokine Release Syndrome (16-plex) ELISA panel. A total of 150 μl of mouse serum was collected and sent to Quansys Biosciences to perform the Mouse Cytokine (6-plex) ELISA panel.

Other methods, including immunoblotting, antibodies, immunohistochemistry, immunofluorescence, and liquid chromatography/mass spectrometry are included in the supplementary information.

### RNA sequencing and analysis

STAR (version 2.6.0c) was used to align sequence reads to human genome build hg38. FASTQ quality was assessed using FastQC (version 0.11.7), and alignment quality was assessed using RSeQC (version 3.0.0). Ensembl-Gene-level counts for non-mitochondrial genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation build 100 (uniquely aligned proper pairs, same strand). Differential expression was assessed using the likelihood ratio test implemented in the DESeq2 R package (version 1.23.10) to perform a one-way analysis of variance (ANOVA) with respect to PTX concentration. Benjamini-Hochberg False Discovery Rate (FDR) correction was applied to obtain FDR-corrected *p* values (i.e., FDR *q* values). The web-based tool Enrichr (https://maayanlab.cloud/Enrichr/) was used to identify pathways and processes included in the MSigDB Hallmark 2020 collection that are significantly overrepresented within clusters of genes.

### Statistical analyses

Parameters were expressed as mean, median, standard deviation, and standard error of the mean (SEM). A comparison of groups was performed using independent Students *t* tests where a *P* value less than 0.05 was considered significant. In selected cases, adjustments were performed for multiple comparisons using Bonferroni correction. All *P* values less than 0.05 were deemed significant as statistical analyses were performed using Excel and Prism software.

## 3. Results

### Paclitaxel compromises fundamental endothelial cell function and induces pro-inflammatory genes

We first examined the effect of PTX in primary human umbilical vein endothelial cells (ECs). ECs were treated with PTX for 18 hours and DMSO-treated cells served as controls. PTX significantly reduced cell viability in a dose-dependent manner, reaching half-maximal inhibitory concentration (IC_50_) at 50 nM (Fig. 1B). The effect of PTX on EC migration was examined using a scratch assay, where a monolayer of ECs was injured following treatment with PTX for 18 hours (Figs. 1C & 1D). The scar completely closed in the control group while the scar in the PTX-treated ECs remained unaltered over 48 hours, suggesting that PTX significantly suppresses EC viability and migration.

RNA sequencing was then performed using ECs treated with PTX over a range of concentrations centered on its IC_50_ (5, 50, and 500 nM). 

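The RNA sequencing used 12 samples labelled as ECs by the authors, 3 for each of 4 groups: DMSO, 5 nM PTX, 50 nM PTX and 500 nM PTX, each harvested after 24 hours. The paper describes the ECs as primary cells from the umbilical vein, and PTX is a drug that binds microtubules. The authors made poly(A)-selected, strand-specific libraries, aligned the reads to hg38 with STAR, and counted uniquely aligned proper pairs on the same strand per Ensembl gene with featureCounts, without mitochondrial genes. They deposited these counts for 60627 genes without normalization, together with a table of variance-stabilized values on a log2 scale. DESeq2's blind transformation of the counts gave that table to within 3.61e-10, and a count of 0 stands in it at 4.99. The median total count per sample was 19667584 in DMSO (range 19496444 to 19810805), 18687493 at 5 nM PTX (16381000 to 20175021), 20833838 at 50 nM PTX (20169110 to 24493444) and 18749560 at 500 nM PTX (18535763 to 19024419). No samples of a group held identical counts, and the chi-square statistic per degree of freedom between samples of a group ran from 2.61 to 97.3. Each sample was counted as a replicate. The statistic cannot show whether samples of a group came from separate cultures, since separate libraries of the same culture can also differ. The largest of these values belonged to pairs with replicate 2 at 500 nM or at 5 nM PTX, and the first principal component of log2 CPM (counts scaled by library size), with 42.0% of the variance, placed these libraries farthest out, at -74.4 and -38.4. The second component, with 13.0% of the variance, ran from -29.5 to -25.1 in DMSO, from -4.19 to -2.18 at 5 nM PTX and from 12.7 to 16.9 at 50 and 500 nM PTX. For the values given here, the counts were normalized by edgeR's TMM method, 18909 genes that passed its expression filter were tested with its quasi-likelihood test over all 12 samples, and FDR q values came from the Benjamini-Hochberg method. The biological coefficient of variation between replicates was 16.3%. PECAM1, which encodes the EC marker CD31, had between 4 and 14 counts per sample and did not pass the filter. CDH5 had between 4 and 29 counts and VWF between 54 and 190. KRT17 lay between 2943 and 5938 CPM and TERT between 180 and 1579 CPM. These genes were chosen after their values were seen. Whether the libraries come mainly from ECs was not settled.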

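In the one-way test over the 4 groups, 909 of the 18909 genes tested had an FDR q under 0.25, a threshold that lets about 227 of them be false, and 156 had an FDR q under 0.05. Without the threshold on q, 2167 genes had an unadjusted p under 0.05. Of the 909 genes, 391 (43.0%) were higher than in DMSO at all 3 concentrations of PTX, 432 (47.5%) were lower at all 3, and 86 went both ways. With upper-quartile normalization in place of TMM, 307 were higher and 561 lower at all 3. The 3 comparisons share the DMSO samples, so some of this is built in: in 20 simulations with no gene changed, the share with one sign at all 3 concentrations among the 909 genes ranked first was 49.9% on average and at most 55.8%, against 90.5% here. The simulated genes varied independently, while in the data 1 axis held 50.1% of the variance within groups. Genes that move together widen the range of this share, so the simulations do not give its range by chance here. The median log2 fold change of the genes higher at all 3 concentrations was 0.28 at 5 nM, 0.40 at 50 nM and 0.45 at 500 nM PTX, and that of the lower genes was -0.31, -0.52 and -0.56. Compared with DMSO at an FDR q under 0.05, 9 genes differed at 5 nM PTX (8 higher), 274 at 50 nM PTX (120 higher and 154 lower) and 351 at 500 nM PTX (167 higher and 184 lower). Between the concentrations themselves, 6 genes differed between 50 and 5 nM PTX and 16 between 500 and 5 nM PTX. That last contrast is also the linear trend in the log of the concentration. No gene differed between 500 and 50 nM PTX, where 1254 genes had an unadjusted p under 0.05. Hierarchical clustering of the 909 genes on the deposited variance-stabilized values, centred on the DMSO mean (Euclidean distance, complete linkage, 4 groups), gave a cluster of 398 genes with a mean change of 0.36 and a cluster of 355 genes with a mean change of -0.43, beside clusters of 145 and 11 genes. In the 12 fits that each left out one sample, the count ran from 213 genes, without the first DMSO replicate, to 2120, without replicate 2 at 500 nM PTX. DESeq2's likelihood ratio test on the same genes called 2043, of which 890 were among the 909, and on all genes of the count table, a setting chosen after the data were seen, it called 1766.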

A one-way analysis of variance (ANOVA) was used to identify genes that are differentially regulated across PTX concentrations, and the 1,766 genes with the greatest significance (FDR *q* < 0.25) were divided into four groups by hierarchical clustering (Fig. 1E), including two large clusters of genes that were uniformly up- or down-regulated across all three concentrations of PTX. The tool Enrichr (see Methods) was then used to identify pathways and processes that are significantly overrepresented (adjusted *p* < 0.05) within each of these two clusters (Table 1). Cluster 1 (down-regulated by PTX) was enriched in genes associated with DNA repair, whereas cluster 4 (up-regulated by PTX) was enriched in genes associated with mitotic spindle formation (in accordance with the effect of PTX on microtubule assembly) as well as many inflammatory processes, including TNF-α signaling via NFkB and IL-2 and IL-6 signaling. 

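The gene sets of the paper's enrichment test were not used here. Instead, 10 lists were written by hand before the data were examined, and each was tested with limma's camera on log2 CPM, all PTX samples against DMSO, with FDR q values over the 10 lists. The DNA repair genes were lower with PTX, with a median log2 fold change of -0.17 over 102 genes, of which 31 were higher (FDR q = 5.82e-11). Of these genes 17 had an FDR q under 0.05 over all genes tested, and 34 when adjusted over the list alone. The mitotic spindle genes had a median of 0.08 over 92 genes, with 65 higher (FDR q = 2.80e-04). By concentration their median was -0.02 at 5 nM, 0.21 at 50 nM and 0.06 at 500 nM PTX. The NF-kB targets had a median of 0.40 over 51 genes, with 48 higher (FDR q = 2.76e-25); 20 of them had an FDR q under 0.05, and 34 when adjusted over the list alone. The IL-6-JAK-STAT3 genes had a median of 0.15 over 47 genes (FDR q = 1.62e-05) and the IL-2-STAT5 genes 0.10 over 44 genes (FDR q = 5.72e-04). The NF-kB list shares 11 genes with the IL-6 list and 8 with the IL-2 list, and the IL-6 and IL-2 lists share 10. With limma's fry, the mitotic spindle genes had an FDR q of 0.25, and the other 4 lists stayed under 0.05. With camera's estimated correlation between genes, the mitotic spindle list (FDR q = 0.40) and the IL-2 list (FDR q = 0.13) did not pass 0.05. Without the 24 genes it shares with the G2/M list, the mitotic spindle list had a median of 0.06 (FDR q = 0.15). In an over-representation test on the edgeR genes with one sign at all 3 concentrations, in place of the paper's clusters, 29 DNA repair genes were among the 432 genes lower at all 3 concentrations, against 2.33 by chance (one-sided Fisher's exact test, FDR q = 1.76e-23). Among the 391 higher genes were 25 NF-kB targets against 1.05 by chance (FDR q = 2.72e-28, the same exact test), 12 mitotic spindle genes against 1.90 (FDR q = 7.15e-07, exact), 9 IL-6-JAK-STAT3 genes against 0.97 (FDR q = 7.15e-07, exact) and 7 IL-2-STAT5 genes against 0.91 (FDR q = 3.79e-05, exact). These tests take genes as independent. Among the 12 mitotic spindle genes, AURKA, TPX2, NEK2, DLGAP5, CENPE, KIF2C, CCNB2 and PLK1 are also on the G2/M list. Of the IL-6-JAK-STAT3 genes MAP3K8, IRF1, LIF, CXCL1 and TNF are also NF-kB targets, as are TNFRSF9, TRAF1, MAP3K8 and LIF of the IL-2-STAT5 genes. The exact tests were not repeated without shared genes, so they are not separate evidence for each list. The paper reports DNA repair genes as enriched in its lower cluster, and spindle and inflammatory genes in its higher cluster.

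**Figure D1:**
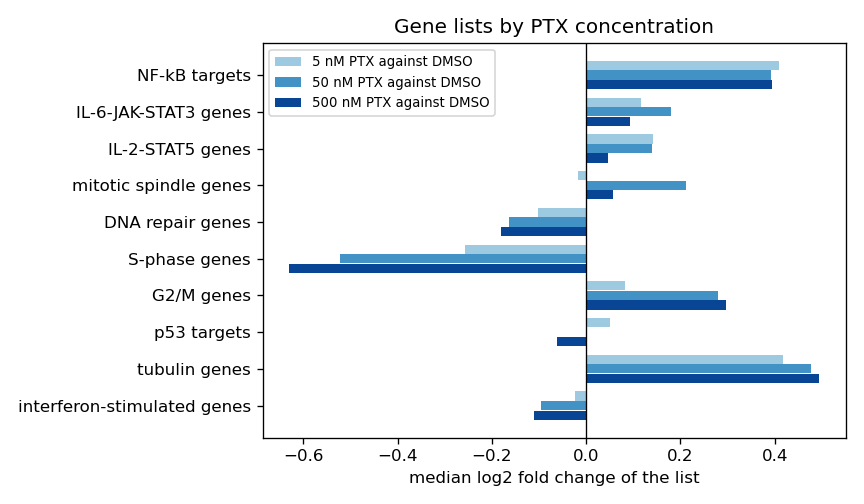
Median log2 fold change (x axis) of each of the 10 hand-written gene lists (y axis) at 5, 50 and 500 nM PTX against DMSO, 3 samples per group. The bars of the NF-kB targets reach 0.41, 0.39 and 0.39, and those of the DNA repair genes reach -0.10, -0.16 and -0.18.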

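In the RNA sequencing samples, CKS2 (ENSG00000123975, chromosome 9 of hg38, 89311195 to 89316703) had 133 ± 14.2 normalized CPM in DMSO (SD, n = 3), 185 ± 41.5 at 5 nM PTX, 195 ± 5.43 at 50 nM PTX and 265 ± 84.3 at 500 nM PTX. Its log2 fold change against DMSO was 0.47 at 5 nM (standard error 0.21, FDR q = 0.72 from edgeR's quasi-likelihood test), 0.55 at 50 nM (standard error 0.21, FDR q = 0.24) and 0.99 at 500 nM PTX (standard error 0.21, FDR q = 0.034). Its rise at 500 nM was the largest of the 3, but the SD there was also the largest, and without replicate 2 of that group the log2 fold change was 0.70. In 8 of the 9 PTX samples the value was above every DMSO sample (two-sided exact permutation test, p = 0.055). TNFRSF9, which encodes CD137 (ENSG00000049249, chromosome 1, 7915871 to 7943165), had 24.8 ± 2.30 normalized CPM in DMSO, 32.9 ± 4.26 at 5 nM, 33.2 ± 1.24 at 50 nM and 32.7 ± 0.862 at 500 nM PTX (SD, n = 3 each). Its log2 fold changes were 0.41, 0.42 and 0.40, with FDR q values of 0.28, 0.086 and 0.092, so no single concentration passed 0.05; over all PTX samples the log2 fold change was 0.41 (standard error 0.09, FDR q = 0.041 from edgeR). All 9 PTX samples were above every DMSO sample (two-sided exact permutation test, p = 0.0045, the smallest p that 9 samples against 3 allow). With DESeq2's Wald test on the same genes, TNFRSF9 passed 0.05 at each concentration, with FDR q values of 0.045, 0.014 and 0.018. On all genes of the count table, a setting chosen after the data were seen, DESeq2 gave FDR q values of 0.068, 0.016 and 0.026. There 5 nM PTX did not pass. CKS2 was left out of the hand-written lists; TNFRSF9 is on the NF-kB and the IL-2 list.

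**Figure D2:**
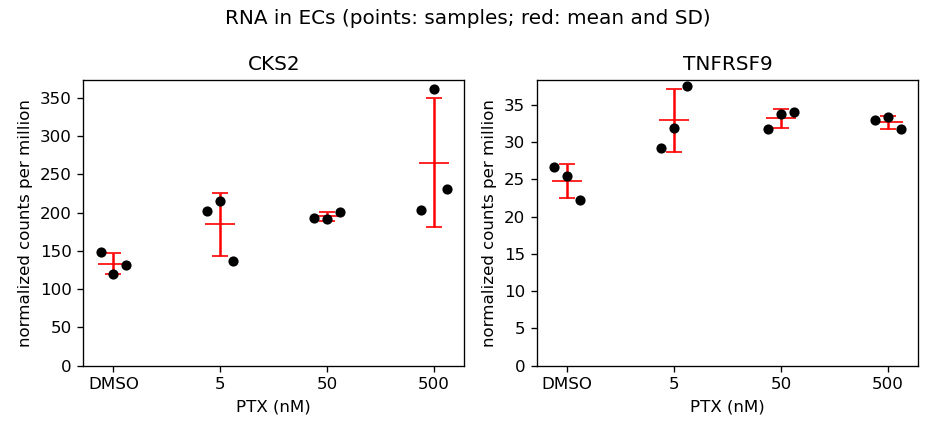
Normalized CPM (y axis, from 0) of CKS2 and TNFRSF9 by PTX concentration (x axis). Black points are the 3 samples of each group, red bars the mean and SD; TNFRSF9 in the PTX samples lies between 29.2 and 37.6, above the DMSO samples at 22.2 to 26.6.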

We focused on several genes represented in these inflammatory gene sets, including cyclin-dependent kinases regulatory subunit 2 (CKS2), CD137 (TNFRSF9), and monocyte chemoattractant protein 1 (MCP-1/CCL2), due to their association with vascular diseases. CKS2 interacts with cyclin-dependent kinases to regulate the cell cycle and is associated with atherosclerosis^6^. CD137 mediates adhesion molecules on ECs and mediates EC dysfunction and pro-inflammatory cytokine response^7,8^. MCP-1 is a well-established pro-inflammatory cytokine associated with atherothrombotic diseases^41,42^. All these observations raised the possibility of inflammation as a contributory factor to the effects of PTX and formed the rationale for using dexamethasone (DEX), a prototypic anti-inflammatory agent, to abrogate these effects.

### Dexamethasone abrogates transcriptional perturbations modulated by PTX in ECs

Next, we validated specific transcriptional perturbations at the protein level by treating ECs with titrated concentrations of PTX or DEX, with the hypothesis that DEX will revert changes in expression induced by PTX. Treatment with concentrations of PTX as low as 5 nM increased CD137 expression by 2.5-fold (P = 0.004) (Fig. 2A and 2C). DEX treatment alone had a minimal effect on CD137 levels, except for a marginal downregulation of CD137 at 100 uM DEX (P = 0.042); however, co-treatment with DEX prevented the induction of CD137 expression by PTX (Fig. 2B and 2D). Similarly, PTX upregulated CKS2 expression in ECs in a dose-dependent manner, which was prevented by co-treatment with DEX (Fig. 2E–2H). Immunoblot analysis also confirmed the observation by RNAseq that BMF expression is down-regulated by PTX (**Supplementary Fig. 1A-1D**), and showed that it was upregulated in a dose-dependent manner by DEX.

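In the RNA sequencing samples, BMF (ENSG00000104081, chromosome 15 of hg38, 40087890 to 40108892) had between 201 and 441 counts per sample. Its normalized CPM was 17.3 ± 1.49 in DMSO, 20.7 ± 0.595 at 5 nM PTX, 12.8 ± 0.393 at 50 nM PTX and 11.7 ± 0.311 at 500 nM PTX (SD, n = 3 each). Against DMSO, the log2 fold change was -0.44 at 50 nM (standard error 0.10, FDR q = 0.045 from edgeR's quasi-likelihood test) and -0.57 at 500 nM PTX (standard error 0.10, FDR q = 0.012). At 5 nM PTX it was 0.26 (standard error 0.09, FDR q = 0.58), a rise that did not pass the threshold. All 3 samples at 50 nM and all 3 at 500 nM PTX were below every DMSO sample, and all 3 at 5 nM PTX were above every DMSO sample; each comparison had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 samples against 3 allow. The difference between 500 and 5 nM PTX was -0.83 (standard error 0.10, FDR q = 0.0086 from edgeR).

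**Figure D3:**
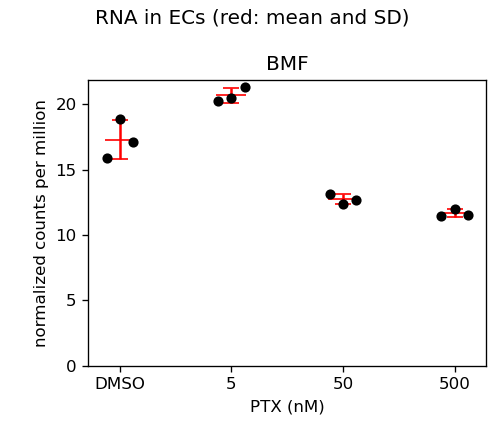
Normalized CPM of BMF (y axis, from 0) by PTX concentration (x axis), with black points for the 3 samples of each group and red bars for the mean and SD. The samples at 50 and 500 nM PTX lie between 11.4 and 13.2, below the DMSO samples at 15.9 to 18.9, and those at 5 nM PTX lie between 20.2 and 21.4.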

### Dexamethasone prevents the induction of MCP-1 by PTX in vitro

The RNAseq analysis showed that the transcription of MCP-1 (*CCL2*) is upregulated by up to 2-fold in ECs by PTX in a dose-dependent manner. Accordingly, treatment with 5 nM PTX doubled the level of MCP-1 protein in ECs (Fig. 3A–3D). Furthermore, co-treatment of DEX suppressed this PTX-mediated upregulation of MCP-1 in the EC lysates. 

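CCL2 (ENSG00000108691) lies on chromosome 17 of hg38 from 34255274 to 34257208 and had between 325 and 676 counts per sample. Its normalized CPM was 17.4 ± 1.62 in DMSO, 24.3 ± 3.46 at 5 nM PTX, 26.1 ± 3.14 at 50 nM PTX and 34.5 ± 5.62 at 500 nM PTX (SD, n = 3 each). The fold change against DMSO was 1.40 at 5 nM (log2 0.48, standard error 0.15, FDR q = 0.42 from edgeR's quasi-likelihood test), 1.5 at 50 nM (log2 0.59, standard error 0.15, FDR q = 0.084) and 1.98 at 500 nM PTX (log2 0.99, standard error 0.15, FDR q = 0.0074). All 9 PTX samples were above every DMSO sample (two-sided exact permutation test over all PTX samples, p = 0.014). The means rose with each concentration. From 5 to 500 nM PTX the log2 difference was 0.51 (standard error 0.15; edgeR on all samples, n = 12, unadjusted p = 0.0053, and FDR q = 0.52 over all genes tested). All 3 samples at 500 nM were above all 3 at 5 nM. From 50 to 500 nM it was 0.40 (standard error 0.15; edgeR, n = 12, unadjusted p = 0.019, FDR q = 0.54). From 5 to 50 nM it was 0.10 (standard error 0.15; edgeR, n = 12, unadjusted p = 0.49, FDR q = 0.77). With DESeq2's Wald test on the same genes, the rise at 50 nM PTX passed 0.05 (FDR q = 0.014).

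**Figure D4:**
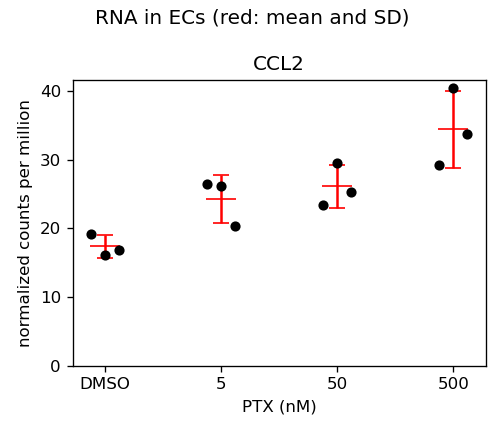
Normalized CPM of CCL2 (y axis, from 0) by PTX concentration (x axis), with black points for the 3 samples of each group and red bars for the mean and SD. The DMSO samples lie between 16.1 and 19.2 and the samples at 500 nM PTX between 29.2 and 40.4.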

MCP-1 is a secreted protein and was measured in the media of ECs using multiplex cytokine analysis. Conditioned media obtained from ECs pre-treated with 5 nM or 50 nM PTX showed a significant increase in MCP-1 levels compared to vehicle-treated EC (Fig. 3E–3G). Interestingly, PTX treatment upregulated a host of pro-inflammatory cytokines in the media of ECs, including IFN-α and IL-6, which were downregulated by DEX in a dose-dependent manner. Collectively, these results validated transcriptional perturbations induced by PTX in ECs and supported further *in vivo* examination of DEX.

### Peri-procedural treatment with DEX suppresses PTX-induced increase in MCP-1 levels

A group of C57BL/6 mice were randomized into four groups and administered 5 mg/kg PTX, 5 mg/kg DEX, or PTX + DEX intraperitoneally (IP). DMSO (vehicle) treated mice served as controls. Animals were harvested at either 20 minutes or 12 hours (Fig. 4A) to examine the immediate and delayed effects of PTX exposure. Serum levels of PTX were high in animals treated with PTX (average ± SEM of 6.8 ± 1.93 mmol/L) or PTX + DEX (4.99 ± 1.08 mmol/L). There was no significant difference in the PTX levels between these groups, and PTX was undetectable after 12 hours. Within 20 minutes of PTX injection, no significant increase in MCP-1 was detected; however, by 12 hours, PTX-injected mice showed a 3-fold increase in the levels of MCP-1 (P < 0.001) compared to vehicle-treated mice. This effect was entirely abrogated in mice treated with PTX + DEX (P < 0.001) (P < 0.001) (Fig. 4B).

We next examined whether PTX treatment altered MCP-1 levels in the aortic ECs of mice. The aorta of mice from different groups were stained and whole slide imaging was subjected to ImageJ analysis to quantitate the expression of protein using an integrated density (a composite of image intensity and the number of pixels normalized to the area). CD31 was used as an EC marker. There were no significant changes in MCP-1 expression at 20 minutes (**Supplementary Fig. 2**). However, at 12 hours, PTX-exposed mice showed a 2.3-fold (*P* < 0.001) increase in MCP-1 expression compared to control mice (Fig. 4C–4D), which was completely suppressed in the mice co-treated with PTX + DEX (*P* < 0.001). Similarly, no significant changes in CD137 levels were noted within 20 minutes of PTX treatment (**Supplementary Fig. 3**), but at 12 hours, a significant upregulation of CD137 was noted in the aortic ECs of PTX-treated mice (P = 0.018), which was absent in mice injected with PTX + DEX (P < 0.001) (Fig. 5A and 5B).

### DEX suppresses the induction of pro-thrombotic mediators by PTX

Pro-inflammatory mediators such as MCP-1 and CD137 induce atherothrombotic factors through downstream mediators such as tissue factor (TF), E-selectin and VCAM-1, converting normal vascular endothelium from an anti-coagulant to a pro-coagulant state^9,10^. TF is the primary trigger of the extrinsic coagulation cascade, and its upregulation increases the risk of plaque rupture and cardiovascular events. We therefore evaluated whether PTX increased the expression of these downstream pro-thrombotic mediators in ECs (Fig. 5C).

At 20 minutes after PTX injection, there was no significant change in TF levels between the PTX and control groups (**Supplementary Fig. 4**). However, by 12 hours, TF expression was significantly increased in the PTX group compared to control (P < 0.001), and this increase was abrogated by co-administration of PTX + DEX (P < 0.001) (Fig. 5C and 5D). A similar pattern was observed with respect to VCAM-1 and E-selectin expression (Fig. 5C, 5E and 5F). Immunoblotting was also performed using aortic lysates (n = 5 mice per group), with GAPDH serving as loading control (Fig. 6; **Supplemental Fig. 7**). At 20 minutes following PTX treatment, there were no alterations in the expression of TF, VCAM-1 and E-selectin. However, in aortic lysates obtained 12 hours after PTX treatment, the expression of these proteins was upregulated (~ 40–50%) compared to the control mice and these upregulations were suppressed in the PTX + DEX-treated group (Fig. 6A–6I).

## 4. Discussion

While the local anti-proliferative effects of PTX at the site of application in terms of both vascular smooth muscle cell proliferation and neointimal hyperplasia at the site of application are well understood^4^, the long-term consequences of PTX in the systemic circulation remain poorly understood. Our study shows that a single systemic exposure of PTX in mice is sufficient to upregulate pro-inflammatory proteins and atherothrombotic mediators, which are likely to trigger subsequent events leading to vascular toxicity.

Our in vivo experimental strategy probed two timepoints − 20 mins and 12 hours post-injection - to evaluate the immediate and delayed effects of PTX exposure. Within 20 mins after PTX injection, both the PTX and PTX-DEX-treated groups achieved comparable PTX blood levels (4.99–6.88 mmoles/L) which are similar to concentrations noted in previous studies^11,12^. Considering we identified the IC_50_ of PTX as 50 nM for ECs in-vitro, this systemic concentration implies that ECs in vivo were subjected to toxic drug levels.

MCP-1 or CCL2 is one of the key chemokines of the CC family, which regulates migration and recruitment of monocytes and increases cytokine production, adhesion molecule expression, and induction of reactive oxygen species (ROS) release in monocytes and ECs^13^. MCP-1 is expressed by a variety of activated cells (e.g., ECs, monocytes, and smooth muscle cells)^13^. While our work focused on ECs as a source of MCP-1 in blood, it does not rule out the possibility of an increase in MCP-1 from other cell types. Using genetic models, several studies have demonstrated the importance of MCP-1 in the development of atheromatous lesions and its consequences. For example, higher MCP-1 levels were detected in atherosclerotic lesions compared to normal human arteries^14,15^. Rupture of an atherosclerotic plaque is known to be associated with thrombotic events with potentially life-threatening complications. Studies have also demonstrated the proangiogenic effects of MCP-1 in the atherosclerotic plaque, which is known to increase plaque vulnerability^16^. MCP-1 induces matrix metalloproteinases leading to thinning of the atherosclerotic cap and increasing the risk of plaque rupture^17^. In addition, MCP-1 upregulates tissue factor (TF) synthesis, further contributing to thrombosis on the ruptured plaque and increasing the risk of potentially fatal coronary events^9^. Considering these known effects of MCP-1, the current data raise a possibility to relate the perceived long-term effect due to high levels of MCP-1 following PTX exposure, and this may likely contribute to the initiation of atherothrombotic processes.

Upregulation of CD137 in ECs leads to endothelial dysfunction, which subsequently increases the expression of adhesion molecules on ECs and pro-inflammatory cytokine production by them; both of these processes augment the recruitment and migration of leukocytes to exacerbate atherosclerotic process^7,8^. Based on the above findings, it is conceivable that a high-dose systemic exposure of PTX upregulates mediators that are known to trigger cascades of secondary events increasing the atherothrombotic process in the vasculature.

DEX is a synthetic glucocorticoid that exerts profound anti-inflammatory effects via different mechanisms including PDGF and IL-1β inhibition^18^. In addition to suppressing cytokine and interleukin signaling, DEX is known to reduce vSMC migration and proliferation and to downregulate adhesion molecule expression on ECs at the site of vessel injury^18^, all of which constitute the rationale of using DEX in this study. Our selection of DEX was further motivated by its ease of administration in the clinical setup before and after endovascular interventions.

Our study has a few limitations. We used cell culture and animal models to demonstrate the anti-inflammatory effect of DEX after PTX exposure. PTX dosing in our experiments was based on the overall drug content on a prototypic 200 mm length DCB approved for human use (Ranger^™^, Boston Scientific). Future studies can explore varied levels of PTX dosing followed by evaluation of systemic effects. Furthermore, detailed human studies are needed to assess the blood concentration of PTX during the deployment of PTX devices, which can inform animal experiments. Studies are also needed to rigorously evaluate the effect of PTX over a protracted period in higher models such as swine and the ones with comorbidities commonly seen in patients with high cardiovascular disease burden (such as obesity, diabetes etc.). Large animal studies are also needed to evaluate systemic toxicity when drug release is simulated following DCB angioplasty and accounting for biophysical and biochemical interactions.

In conclusion, this work demonstrates potential mediators of PTX-induced systemic toxicity emanating from a high-dose exposure, which emulates the spike of PTX observed with DCB angioplasty. This spike likely contributes to systemic toxicity, thereby enhancing the risk of atherothrombotic progression. The strategy to minimize PTX-induced toxic effects by systemically administering widely used anti-inflammatory compounds such as DEX should be explored further using other pre-clinical models and clinical studies. We also hope that this study paves the way for further analysis to broadly understand the mechanisms and mediators of PTX-induced adverse cardiovascular events observed in humans and the means to prevent them.

## Figures and Tables

**Figure 1:**
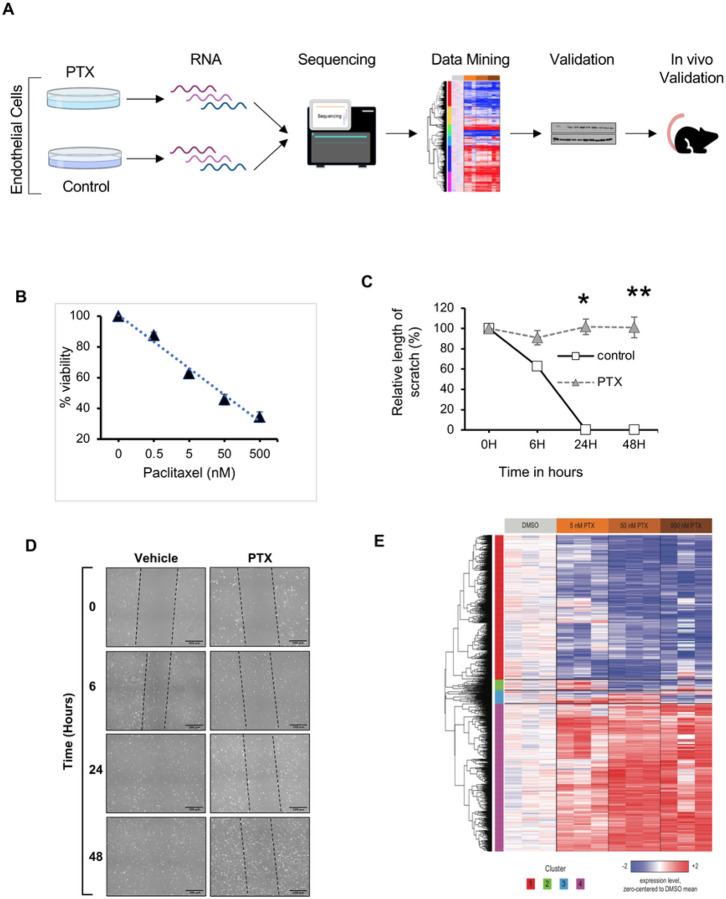
Paclitaxel negatively inhibits EC cell function and induces genetic perturbation. **(A)**. Schematic of the overall experimental strategy to evaluate PTX-induced adverse effects. (**B**). Cell viability assay. Primary human umbilical vein endothelial cells (ECs) were treated with DMSO or PTX (0.5, 5, 50 and 500 nM) for 18 hours. Resorufin fluorescence was measured at 590 nm after 4 hours. Three independent experiments were performed; values and error bars indicate mean ± SEM. Linear regression was used to compute R^2^ = 0.45 and P < 0.001. (**C**). Quantification of EC migration assay. Scratch closure is expressed as relative length across the scar. PTX-treated samples were compared with controls at each time point using Student’s t test. At 6 hours *P = 0.002, 24 hours **P < 0.001, ^##^48 hours *P* < 0.001. (D). Representative bright-field images of migration assay using ECs in 6-well plates. Cells were treated with vehicle or 5 nM PTX for 18 hours. A scratch was induced on the monolayer of cells and images were taken at the indicated time. Black dotted lines highlight the scratch outline. Scale bar = 100 μm. (E). PTX-dependent changes in gene expression. RNA sequencing was performed using ECs treated with DMSO control or PTX (5, 50, or 500 nM) for 24 hours. The heatmap shows the expression of 1,766 genes (rows) with significant differential regulation (ANOVA FDR *q* < 0.25) with respect to PTX concentration across all samples (columns). Rows are ordered by unsupervised hierarchical clustering, and the number of each cluster is indicated below the heatmap. Expression values for each gene were zero-centered relative to the DMSO control group, and then trimmed to the range −2 to +2, with blue, white, and red indicating zero-centered values of ≤ −2, 0, and ≥ 2, respectively.

**Figure 2:**
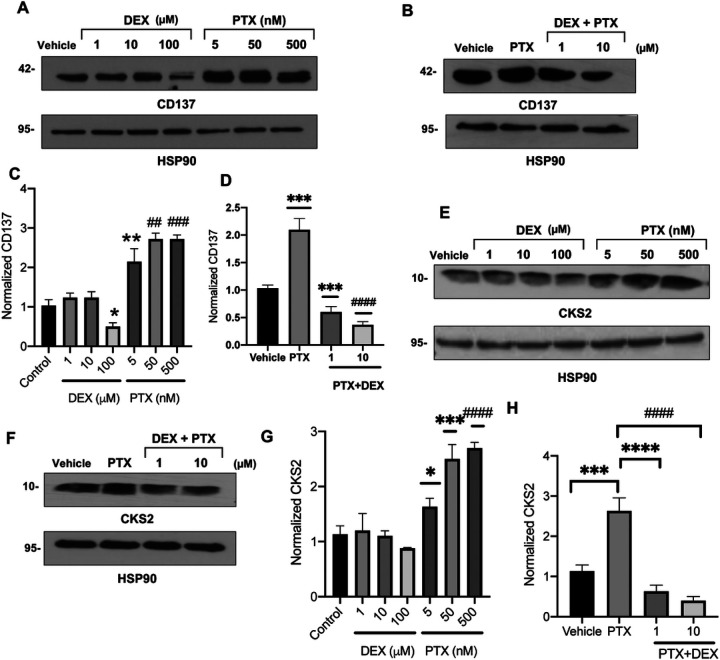
Regulation of CD137 and CKS2 protein expression in ECs by PTX and DEX. (**A**). Immunoblotting of CD137 in ECs. Lysates of ECs treated with vehicle, DEX, or PTX for 24 hours were probed for CD137. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**B**). Immunoblotting of CD137 in ECs. Lysates of ECs treated with vehicle, 5 nM PTX, or 5 nM PTX + 1 μM or 10 μM DEX for 24 hours were probed for CD137. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**C**). Normalized CD137 expression. Bars indicate mean of three independent experiments ± SEM. Student’s *t* test was performed between each treatment and vehicle control. *P = 0.042, **P = 0.004, ^##^*P* = 0.002, ^###^*P* < 0.001. (D). Normalized CD137 expression. Bars indicate mean of three independent experiments ± SEM. Student’s *t* test was performed between each treatment and vehicle control.***P = 0.001, ***P = 0.003, ^####^*P* < 0.001. (**E**). Immunoblotting of CKS2 in ECs. Lysates of ECs treated with vehicle, DEX, or PTX for 24 hours were probed for CKS2. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**F**). Immunoblotting of CKS2 in ECs. Lysates of ECs treated with vehicle, 5 nM PTX, or 5 nM PTX + 1 μM or 10 μM DEX for 24 hours were probed for CKS2. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**G**). Normalized CKS2 expression. Bars indicate mean of three independent experiments ± SEM. Student’s *t* test was performed between each treatment and vehicle control. *P = 0.036, ***P = 0.019, ^###^*P* < 0.001. (**H**). Normalized CKS2 expression. Bars indicate mean of three independent experiments ± SEM. Student’s *t* tests were performed between pairs of treatments. ***P = 0.036, ****P < 0.001, ^####^*P* < 0.001.

**Figure 3:**
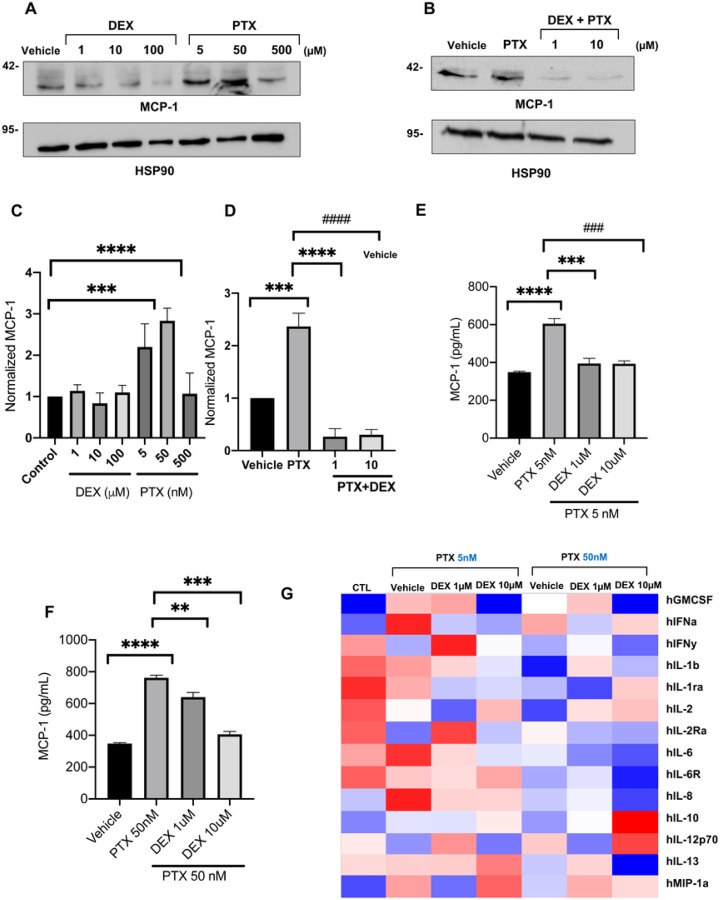
Regulation of MCP-1 and secreted inflammatory cytokines in ECs by PTX and DEX. (**A**). Immunoblotting of MCP-1 in ECs. Lysates of ECs treated with vehicle, DEX, or PTX for 24 hours were probed for MCP-1. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**B**). Immunoblotting of MCP-1 in ECs. Lysates of ECs treated with vehicle, 5 nM PTX, or 5 nM PTX + 1 μM or 10 μM DEX for 24 hours were probed for MCP-1. HSP90 was used as loading control. Representative images of three independent experiments are shown. (**C**). Normalized MCP-1 expression. Bars indicate mean of three independent experiments ± SEM. Student’s *t* test was performed between each treatment and vehicle control. ***P = 0.016, ****P < 0.001. (**D**). Normalized MCP-1 expression. Bars indicate mean of three independent experiments ± SEM. Student’s t test was performed between pairs of treatments.***P = 0.004, **** P < 0.001, ^####^P < 0.001. (**E**). MCP-1 ELISA. ECs were grown in 6 well plates and treated with vehicle, 5 nM PTX or 5 nM PTX + 1 μM or 10 μM DEX for 24 hours. Secreted MCP-1 levels (pg/mL) in treated cell media were measured with an ELISA assay. Student’s t test was performed between pairs of treatments. *P < 0.001. ***P < 0.001, ##*P* < 0.001. (**F**). MCP-1 ELISA. ECs were grown in 6 well plates and treated with vehicle, 50 nM PTX or 50 nM PTX + 1 μM or 10 μM DEX for 24 hours. Secreted MCP-1 levels (pg/mL) in treated cell media were measured with an ELISA assay. Student’s t test was performed between pairs of treatments. **** P <0.001, **P = 0.004, ***P < 0.001. (**G**). Heatmap of cytokines released by ECs. Media was collected from HUVECs treated with vehicle (CTL) or with 5 nM or 50 nM PTX in combination with 0, 1, or 10 μM DEX. Cytokine levels (pg/ml) were measured with an ELISA assay. The heatmap is shaded such that blue and red indicate values that are at least two standard deviations below or above, respectively, the mean (white) of each row.

**Figure 4:**
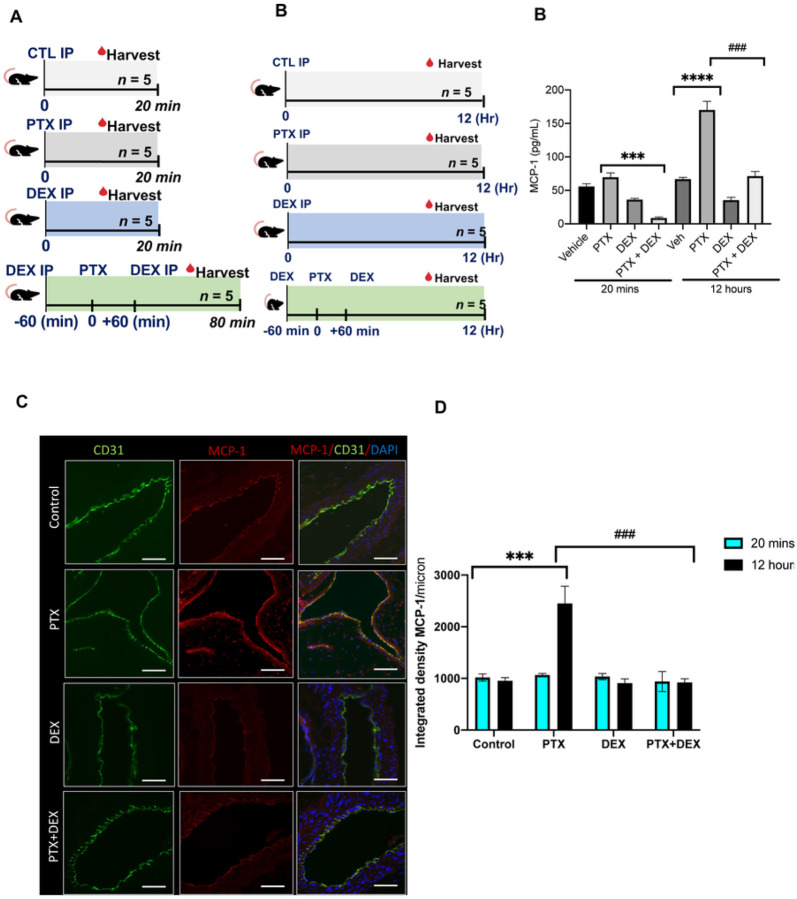
PTX induces upregulation of MCP-1 in a mouse model. (**A**). Overview of mouse model. A group of 8- to 12-week-old C57BL/6 female mice were given intraperitoneal (IP) injections of 5% DMSO control (CTL), 5 mg/kg PTX, 5 mg/kg DEX, or 5 mg/kg PTX + 5 mg/kg DEX (n = 10 per group). Mice co-administered PTX and DEX were given 5 mg/kg DEX both 60 minutes prior to and following injection of 5 mg/kg PTX. Five mice in each group were harvested at 20 minutes following the last injection (left panel) and the remainder at 12 hours following the last injection (right panel). (**B**). Serum MCP-1 levels (pg/ml) measured in mice given IP injection of DMSO control, PTX, DEX, or PTX+DEX and harvested at 20 minutes or 12 hours post-injection. Student’s t test was performed between pairs of treatments. *** *P* < 0.001, **** *P* < 0.001, ### *P* < 0.001. (**C**). Representative images of mice aorta harvested 12 hours post-injection stained for EC marker CD31 in green and MCP-1 in red. Four to five images were randomly taken (*n* = 5 mice/group). Scale bar: 100 μm. Original magnification 40X. (**D**). Integrated densities of normalized MCP-1 from images in Figure 4C and Supplemental Figure 2. Student’s *t* test was performed between pairs of treatments. ***P < 0.001, ^###^*P* < 0.001.

**Figure 5:**
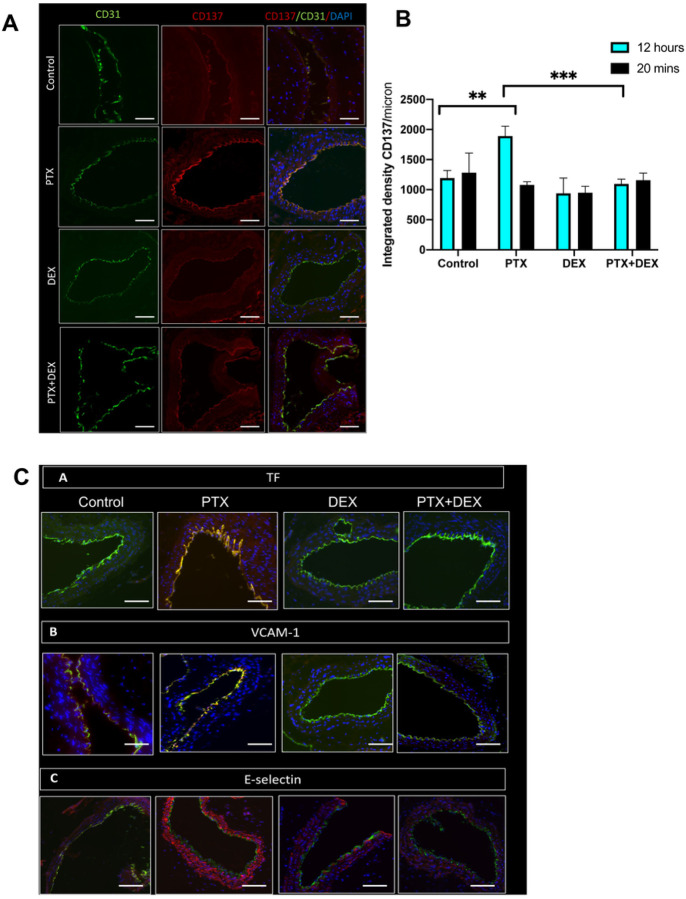
PTX induces expression of pro-inflammatory and pro-thrombotic proteins in mouse aortic ECs. (**A**). Representative images of mice aorta harvested 12 hours post-injection, stained for EC marker CD31 in green and CD137 in red. Four to five images were randomly taken (*n* = 5 mice/group). Scale bar: 100 μm. Original magnification 40X. (**B**). Integrated densities of normalized CD137 from images in Figure 5A and Supplemental Figure 3. Student’s t test was performed between pairs of treatments. **P = 0.018, ***P < 0.001. (**C**). Representative images of mice aorta harvested at 12 hours post-injection, stained for EC marker CD31 in green and TF, VCAM-1, or E-selectin in red. Four to five images were randomly taken (*n* = 5 mice/group). Scale bar: 100 μm. Original magnification 40X. (**D**). Integrated densities of normalized TF from images in Figure 5C and Supplemental Figure 4. Student’s t test was performed between pairs of treatments. ***P < 0.001, ****P < 0.001. (**E**). Integrated densities of normalized VCAM-1 from images in Figure 5C and Supplemental Figure 5. Student’s t test was performed between pairs of treatments. ***P < 0.001, ^###^*P* = 0.003. (**F**). Integrated densities of normalized E-selectin from images in Figure 5C and Supplemental Figure 6. Student’s t test was performed between pairs of treatments. ***P = 0.002, ****P <0.001.

**Figure 6:**
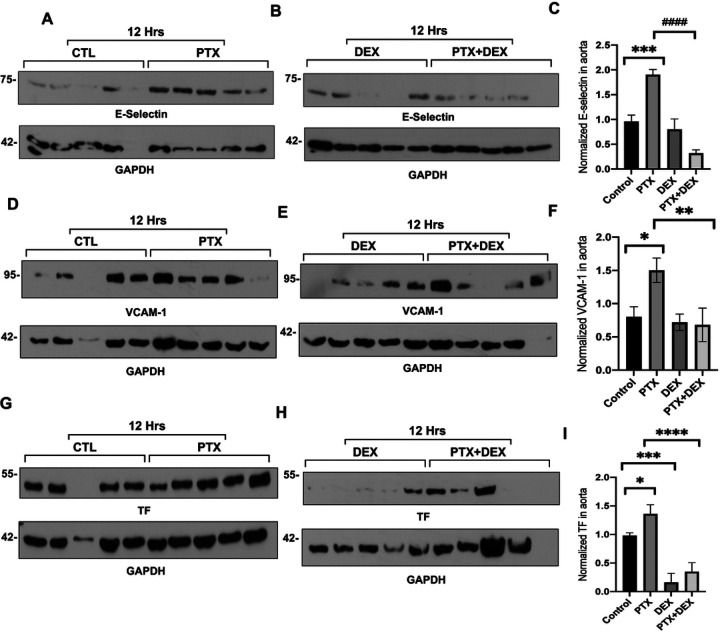
Mouse aortic lysates demonstrate increased prothrombotic protein expression after exposure to PTX. (**A**). Immunoblotting of E-selectin in mouse aorta. Mice were given IP injections of vehicle or 5 mg/kg PTX, aortas were harvested after 12 hours, and lysates were probed for E-selectin. GAPDH was used as a loading control. (**B**). Immunoblotting of E-selectin in mouse aorta. Mice were given IP injections of 5 mg/kg DEX or 5 mg/kg PTX + 5 mg/kg DEX, aortas were harvested after 12 hours, and lysates were probed for E-selectin. GAPDH was used as a loading control. (**C**). Normalized E-selectin expression. Bars indicate mean ± SEM. Student’s t-test was performed between pairs of treatments. ***P = 0.002, ^####^*P* < 0.001. (**D**). Immunoblotting of VCAM-1 in mouse aorta. Mice were given IP injections of vehicle or 5 mg/kg PTX, aortas were harvested after 12 hours, and lysates were probed for VCAM-1. GAPDH was used as a loading control. (**E**). Immunoblotting of VCAM-1 in mouse aorta. Mice were given IP injections of 5 mg/kg DEX or 5 mg/kg PTX + 5 mg/kg DEX, aortas were harvested after 12 hours, and lysates were probed for VCAM-1. GAPDH was used as a loading control. (**F**). Normalized VCAM-1 expression. Bars indicate mean ± SEM. Student’s t test was performed between pairs of treatments. *P = 0.044, PTX+DEX **P = 0.006. (**G**). Immunoblotting of TF in mouse aorta. Mice were given IP injections of vehicle or 5 mg/kg PTX, aortas were harvested after 12 hours, and lysates were probed for TF. GAPDH was used as loading control.

## Data Availability

The RNA sequencing dataset generated and analyzed during the current study is available in the Gene Expression Omnibus (GEO) repository, Series accession number GSE217550 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217550).

How the deposited data were processed for this re-analysis (not part of the article)

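RNA was measured in 12 samples labelled as primary human umbilical vein ECs, in groups of 3 that had received vehicle (DMSO) or PTX at 5, 50 or 500 nM for 24 hours. Samples were grouped by the concentration in their labels, and all columns of the deposited tables belonged to these samples. The authors deposited whole-number counts per Ensembl gene, made with STAR on hg38 and featureCounts on Ensembl annotation, from uniquely aligned proper pairs on the same strand and without mitochondrial genes. The authors also deposited variance-stabilized values on a log2 scale, which were checked to be DESeq2's blind transformation of the same counts and were used only for clustering and as an alternative. Because multiply aligned reads were not counted, genes with near-identical copies, such as the tubulin genes, can be undercounted.

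Gene symbols, coordinates, GC content and transcript length came from GENCODE annotation on the same build, matched by Ensembl identifier for 60426 of 60627 genes. Total counts per sample lay between 16381000 and 24493444. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The 18909 genes passing edgeR's filterByExpr (a minimum count of 10) were normalized by TMM and fitted in one quasi-likelihood model with 4 groups and no covariate. The one-way result is the F-test over the 3 PTX coefficients at an FDR q under 0.25, the threshold of the paper; single contrasts used an FDR q under 0.05. CPM values are edgeR counts scaled by TMM-adjusted library size, and log2 CPM used a prior count of 2. Clusters came from hierarchical clustering into 4 groups.

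The 10 gene lists were NF-kB targets, IL-6-JAK-STAT3 genes, IL-2-STAT5 genes, mitotic spindle genes, DNA repair genes, S-phase genes, G2/M genes, p53 targets, tubulin genes and interferon-stimulated genes. They were tested with camera (inter-gene correlation 0.01) and, among the genes changed the same way at all 3 concentrations, with a one-sided Fisher's exact test against all genes tested. That test used the lower genes for the DNA repair and S-phase lists and the higher genes for the other lists. Single comparisons of normalized CPM used two-sided exact permutation tests.

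The genes named in the text are those the paper names for ECs or aorta, those of its cytokine panel, the tubulin genes, and the 5 largest rises and 5 largest falls in all PTX samples against DMSO among genes with an FDR q under 0.05, a mean of at least 50 counts and all 9 PTX samples on one side of all 3 DMSO samples. One of the genes that met this rule is not reported here.

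The steps were tested on simulated counts drawn with the means, library sizes and dispersions of the real genes. With 198 genes changed 2-fold among 18621 tested, edgeR recovered 140 in the one-way test with 33 false calls, and DESeq2 recovered 157 with 240 false calls. With no gene changed, edgeR made 2 calls and DESeq2 196. The simulated genes varied independently and used edgeR's own dispersion estimates. They lack variation that genes share between samples of a group, so they do not give either tool's false calls in the real libraries. In other splits of the real samples into 4 groups, edgeR called up to 8492 genes, with a median of 0.

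The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2 in place of edgeR, limma on the variance-stabilized values, no filter or at least 10 counts in every sample, the replicate number as a block, leaving out each sample in turn, other thresholds on q, only the 6 samples of a comparison in the fit, other clustering settings, fry and an estimated correlation for the lists, and trimmed lists. Added after the data were seen were a correction for GC content and transcript length (splines with 5 degrees of freedom per library), 1 surrogate variable from svaseq, and DESeq2 with other sets of genes and other independent filtering. The protein and mouse experiments and the Hallmark gene sets were not analysed here.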

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

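The tests of GC content and length, of the within-group axis and of reads shared between paralogs were all chosen after the data were seen, and those for the S-phase and G2/M genes and that of GC content for BMF also after the value they measure had been seen. The within-group axis is the main direction along which samples of one group differ. Its stand-in in the model was 1 surrogate variable from svaseq, estimated separately. How well that variable matches the axis was not measured, so a change kept with it argues only against what the variable holds.

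The response to PTX differed between concentrations for 4 of the named genes, by a test of the difference itself. BMF was lower at 50 nM than at 5 nM PTX by a log2 difference of -0.70 and lower at 500 nM than at 5 nM by -0.83 (FDR q = 0.0086 for the latter, edgeR), with all 3 samples at 5 nM above and all 3 at 500 nM below the DMSO samples. The change of BMF at 5 nM was 0.27 with the surrogate variable and 0.26 after the correction for GC content and length, which argues against both as the cause of the opposite signs, although the rise at 5 nM alone did not pass the threshold (FDR q = 0.58). A dose-dependent response stays open as a hypothesis.

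ETV4 rose more at 500 nM than at 5 nM PTX, by 0.90, while FAM111B fell more, by -1.03, and UNG fell more both at 50 nM than at 5 nM (-0.72) and at 500 nM than at 5 nM (-0.90). With the correction for GC content and length 3 of these 3 genes kept more than 0.5 of the difference between 500 and 5 nM, and with the surrogate variable 3 did as well. Neither adjustment removed the differences.

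Genes that the paper does not discuss in these data changed between all PTX samples and DMSO. The largest rises were ETV5 (log2 fold change 2.08), ETV4 (1.62), VGF (1.61), SPRY4 (1.51) and DUSP6 (1.40), and the largest falls reported were FAM111B (-1.23), NALT1 (-1.04), ENSG00000264558 (-0.996) and UNG (-0.98). All 9 PTX samples lay on one side of all 3 DMSO samples for each, by the rule that chose them; 1039 of the genes tested (5.49%) did so, against 0.91% by chance. All 9 genes kept more than 0.5 of their change both after the correction for GC content and length (9 genes) and with the surrogate variable (9 genes).

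CXCL8, which encodes a cytokine of the paper's panel, rose by 1.19 over all PTX samples, with 9 of 9 PTX samples above every DMSO sample. Its rise was 1.30 after the correction for GC content and length and 1.19 with the surrogate variable, so neither removed it.

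The tubulin genes, the targets of PTX, rose as a list, with a median log2 fold change of 0.39 over 12 genes, of which 12 were higher (camera FDR q = 2.57e-10). TUBB2A rose by 0.94, TUBB4B by 0.79, TUBA4A by 0.79 and TUBB6 by 0.58, each with an FDR q under 0.05; the other 8 did not pass. The median after the correction for GC content and length was still 0.39. The summed CPM of the family rose by 0.43 on the log2 scale, with 9 of 9 PTX samples above every DMSO sample. Reads shared between paralogs were not counted, so this sum does not show whether their loss contributes to the change of single members. A loss equal in all libraries would lower counts without changing fold changes, so it would have to differ between PTX and DMSO samples. Such a difference was not measured, so that explanation stays open beside a response of the cells to PTX.

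The S-phase genes fell, with a median of -0.48 and 0 of 45 genes higher (camera FDR q = 1.59e-46; 25 genes had an FDR q under 0.05), and the G2/M genes rose, with a median of 0.22 and 51 of 55 genes higher (camera FDR q = 3.24e-15). After the correction for GC content and length the larger camera p of these lists was 4.97e-20, and with the surrogate variable it was 6.69e-25, with the directions kept. Fewer cells in S phase and more in G2 or mitosis under PTX is a hypothesis that these bulk counts cannot separate from a change of transcription within cells.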

How the results depend on the processing

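Results that are not named below kept their direction and their side of the threshold, or for counts stayed within 1.5 times the main count, under every alternative run for them. The cause of the changes below was not tested unless stated. The main counts were 909 genes across concentrations (391 higher and 432 lower at all 3), clusters of 355 genes with a mean change below 0 and 398 with a mean above 0 (clusters are given in this order below, each the largest with that sign), 9, 274 and 351 genes at 5, 50 and 500 nM PTX, 421 genes for all PTX samples against DMSO, and 6, 0 (1254 with an unadjusted p under 0.05) and 16 genes between 50 and 5, 500 and 50, and 500 and 5 nM PTX.

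With DESeq2 there were 2043 genes across concentrations (878 higher, 861 lower), clusters of 1757 and 100 genes, the former with genes of both directions, 212, 885 and 1067 genes at the 3 concentrations, 1019 genes for all PTX samples, and 53, 1 and 103 genes between concentrations. CCL2 at 50 nM (0.59) and TNFRSF9 at 5, 50 and 500 nM (0.41, 0.43 and 0.40) passed the threshold, and the over-representation of p53 targets (odds ratio 1.87) no longer did. DESeq2 on all genes of the count table gave 1766 genes (800 higher, 751 lower) and a cluster of 1404 genes with a mean below 0, also with genes of both directions; 1762 genes were called on the genes with at least 1 count and 1746 with filtering tuned to 0.25. With upper-quartile normalization 307 genes were higher and 561 lower at all 3 concentrations, the cluster with a mean below 0 held 545 genes and the p53 targets had a median of -0.013 in place of 0.011. With limma on the variance-stabilized values 3 genes differed between 50 and 5 nM PTX, and BMF at 50 nM (-0.36) no longer passed. Without the filter 255 genes were higher at all 3 concentrations, 38 differed at 5 nM and 25 between 500 and 5 nM PTX, BMF at 50 nM (-0.43) and 500 nM (-0.58) did not pass 0.05, and the odds ratio of the interferon-stimulated genes was 3.76 in place of 0, neither past the threshold. With at least 10 counts in every sample the p53 targets (odds ratio 3.28) did not pass.

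Samples with the same replicate number did not deviate together: of the 18 correlations of their deviations 7 were over 0.1 and 10 were negative, from -0.50 to 0.58, so the numbers do not pair the samples. With the replicate block there were 554 genes across concentrations (230 higher, 279 lower), clusters of 173 and 219 genes, 4, 139 and 202 genes at the 3 concentrations, 242 for all PTX samples, and 1 and 10 genes between 50 and 5 and between 500 and 5 nM PTX. CKS2 at 500 nM (0.96), BMF at 50 nM (-0.44) and the p53 targets (odds ratio 5.11) did not pass under the block, and the odds ratio of the interferon-stimulated genes was 2.14.

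With an FDR q under 0.05, 156 genes differed across concentrations (65 higher, 85 lower); with an FDR q under 0.25, 149, 1780 and 2040 genes differed at the 3 concentrations, 1821 for all PTX samples, and 19 and 56 between 50 and 5 and between 500 and 5 nM PTX. Among the genes called at 0.05, the IL-6-JAK-STAT3 genes (odds ratio 6.39), the mitotic spindle genes (6.62) and the p53 targets (8.91) did not pass, and the odds ratio of the IL-2-STAT5 genes was 0, with fewer genes called. With fry the mitotic spindle genes (median 0.080) did not pass and the interferon-stimulated genes (-0.074) did. With camera's estimated correlation the IL-2-STAT5 genes (0.10) and the mitotic spindle genes (0.080) did not pass, nor did the trimmed mitotic spindle list (0.056).

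With only the 6 samples of the comparison in the fit there were 2, 2148 and 19 genes at 5, 50 and 500 nM PTX; CCL2 (0.58), TNFRSF9 (0.42) and CKS2 (0.54) passed at 50 nM, and CCL2 (0.99), CKS2 (0.99) and BMF (-0.57) did not at 500 nM. These fits rest on fewer samples.

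The following were chosen after the data were seen. After the correction for GC content and length there were 2989 genes across concentrations (1507 higher, 1067 lower), clusters of 1293 and 1572 genes, 67, 958 and 1154 genes at the 3 concentrations, 1194 for all PTX samples, and 15 and 61 between concentrations; CCL2 at 5 and 50 nM (0.46 and 0.72), TNFRSF9 at 500 nM (0.51) and CKS2 at 50 nM (0.70) passed, and the p53 targets (odds ratio 1.99) did not. With 1 surrogate variable there were 8453 genes (3522 higher, 3219 lower), clusters of 2122 and 4970 genes, 1789, 4236 and 4351 genes at the 3 concentrations, 4860 for all PTX samples, and 402 and 1561 between concentrations; CCL2 at 5 and 50 nM (0.43 and 0.68), TNFRSF9 at all 3 (0.42, 0.41 and 0.41) and CKS2 at 5 and 50 nM (0.36 and 0.71) passed. The odds ratio of the S-phase genes could not be given there, since every tested gene of that list was called and lower at all 3 concentrations.

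Leaving out each sample in turn gave from 213 genes across concentrations (without DMSO replicate 1) to 2120 (without 500 nM PTX replicate 2), with 89 to 869 higher, 108 to 900 lower, and clusters of 114 to 1155 and of 86 to 927 genes. There were 2 (without 5 nM PTX replicate 1) to 65 genes at 5 nM, 49 (without 50 nM PTX replicate 1) to 762 at 50 nM, 87 (without DMSO replicate 3) to 469 at 500 nM PTX, 84 (without DMSO replicate 1) to 790 for all PTX samples, 1 (without 5 nM PTX replicate 2, among others) to 16 between 50 and 5 nM, and 3 (without 5 nM PTX replicate 1, among others) to 21 between 500 and 5 nM PTX; each highest count came without 500 nM PTX replicate 2. CCL2 stayed between 0.49 and 0.67 at 50 nM (past the threshold only without 500 nM PTX replicate 2, 0.58, FDR q = 0.031) and between 0.86 and 1.10 at 500 nM, TNFRSF9 at 50 nM between 0.35 and 0.48 (past it only without 5 nM PTX replicate 3, 0.43, FDR q = 0.048), CKS2 at 500 nM between 0.70 and 1.15, and BMF between -0.50 and -0.37 at 50 nM and between -0.63 and -0.50 at 500 nM. CKS2 at 500 nM lost the threshold in 8 of these 12 fits, BMF at 50 nM in 11 and at 500 nM in 3, and CCL2 at 500 nM in 1, without DMSO replicate 3 (FDR q = 0.051). The median of the mitotic spindle genes ran from 0.015 (without DMSO replicate 1, no longer past the threshold) to 0.15, and that of the p53 targets from -0.021 (without DMSO replicate 3) to 0.024. The odds ratios ran from 4.96 (without DMSO replicate 1, the only one of these fits in which it did not pass, FDR q = 0.21) to 17.6 for the IL-2-STAT5 genes, from 2.01 to 6.62 for the p53 targets, which passed in none of the 12 fits, and from 0 to 1.76 for the interferon-stimulated genes.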

Differences from the paper's values

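The paper reports 1,766 genes with an FDR q under 0.25 across PTX concentrations, and the count here with edgeR's quasi-likelihood test was 909. Among the alternatives set before the data were examined, DESeq2 on the same genes (2043 genes), and the fits without replicate 3 at 5 nM PTX (1717), without replicate 1 at 500 nM PTX (1384) and without replicate 2 at 500 nM PTX (2120) came within 1.5 times of the paper's count; the others, from 156 to 1091 genes, did not. The paper's methods name DESeq2's likelihood ratio test. Its default settings on all 60627 genes of the count table gave 1766 genes, on the genes with at least 1 count 1762, with the independent filtering tuned to the threshold of 0.25 1746, and without independent filtering 1241; these settings were chosen after seeing the values.

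The paper states that BMF is down-regulated by PTX in the RNA sequencing. Here its log2 fold change was -0.44 at 50 nM and -0.57 at 500 nM PTX, but 0.26 at 5 nM PTX (FDR q = 0.58). The paper describes large clusters of uniformly lower and higher genes. With complete linkage on Euclidean distance, the genes called by DESeq2 on all genes of the count table fell into clusters of 1404 genes (mean change -0.12), 344 (0.41), 7 and 11, and since 751 of all these genes were lower at all 3 concentrations and 800 higher, the largest holds genes of both directions; the 909 genes called by edgeR fell into clusters of 355, 398, 145 and 11.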

Other observations

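Most tests of this part were chosen after the data were seen. The exceptions are the splits, the fit without one library, the edgeR contrasts of F3, VCAM1 and SELE, and the p53 and interferon-stimulated lists. The tests of the loss of endothelial genes and of a batch shared by replicate numbers were also chosen after the value they measure had been seen.

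Splits of the samples into other groups of the same sizes were fitted in the same way. Of 100 splits of the 12 samples into 4 groups of 3, the real one included, 9 gave as many genes as the 909 across concentrations, with up to 8492 genes; the median of the others was 0. All 8 of these other splits put replicate 2 at 500 nM PTX and replicate 2 at 5 nM PTX in one group, as did 13 of the remaining 91, and between 52.5% and 73.4% of the variance of the first principal component lay between their groups, against 21.8% in the real split. The count across concentrations alone therefore does not stand apart from groupings that follow this axis. For all PTX samples against DMSO, 2 of 100 splits gave as many genes as the real 421, the real one included; the other gave 6633. The 3 against 3 comparisons have 10 splits each, too few to give a share under 0.05: 1 of the 10 splits gave as many genes at 5 nM PTX, 1 at 50 nM, 1 at 500 nM, 1 between 50 and 5 nM, 2 between 500 and 5 nM (the other with 6561 genes) and 10 between 500 and 50 nM PTX, where no gene was called and 1254 genes had an unadjusted p under 0.05.

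Samples of one group differed mainly along one axis, which held 50.1% of the within-group variance, with scores from -58.3 (500 nM PTX replicate 2) to 41.9 (500 nM PTX replicate 1). GC content and transcript length explained 27.3% of its loadings, and after their correction the axis still held 42.4% of a within-group variance that was 85.9% of its former size, so they are not the whole cause. Its scores had a Pearson correlation of 0.35 with the log2 total counts centred within groups (permutation p = 0.26, 12 samples). The Spearman correlation was 0.38 (permutation p = 0.23). Without the 2 samples whose centred total counts lay farthest from the median, the Pearson correlation was 0.40. Benjamini-Hochberg adjustment over this family of 1 relation leaves p unchanged. Same-numbered samples had correlations of their deviations as low as -0.50, which argues against a batch shared by replicate numbers. What the axis stands for stays open, and no biological explanation was tested.

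The rise of CKS2 at 500 nM PTX was 0.78 with the surrogate variable and 0.70 without replicate 2 at 500 nM. This argues against what that variable holds and against that library as its only cause.

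The DNA repair genes outside the S-phase list fell as well, with a median of -0.12 over 90 genes (camera on all samples, n = 12, p = 5.43e-07). Fewer cells in S phase may still contribute, since the list of 45 S-phase genes does not hold every gene of that phase; these cannot be told apart here.

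ETV4, ETV5, SPRY4 and DUSP6, among the largest rises, are known as feedback genes of the ERK pathway. The hypothesis that ERK feedback genes rise in general was tested on a further list of 20 such genes, written after these 4 had been seen and before the others were looked at; 5 of the 20 are on other lists. Its median log2 fold change was 0.58, with 18 of 20 genes higher and 10 past an FDR q of 0.05 (camera p = 2.71e-20, fry p = 1.71e-06, camera with estimated correlation p = 2.38e-04). This is consistent with higher ERK signalling under PTX, a hypothesis that these data cannot test at the protein level.

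Some endothelial marker genes had low counts in all groups, DMSO included. PECAM1 lay between 0.20 and 0.67 CPM and CDH5 between 0.20 and 1.39 CPM, while KRT8 lay between 824 and 1163 CPM, KRT17 between 2943 and 5938 CPM and TERT between 180 and 1579 CPM; these genes were chosen after their values were seen. Over 18 endothelial markers seen before the test, the median in DMSO was 0.64 CPM, with 9 of the 18 under 1 CPM in every DMSO sample and EGFL7 (96.8 CPM), FLT1 (23 CPM) and VWF (7.44 CPM) the most abundant, which argues against a loss with PTX. The hypothesis that the libraries come mainly from cells that are not endothelial predicted that most of a further list of 30 endothelial markers would be under 1 CPM in every DMSO sample. Only 9 of the 30 were, and the median of the list in DMSO was 3.63 CPM. This does not decide the matter, since genes of several cell types lie above the same limit. By it only 3 of 18 fibroblast and 2 of 20 simple-epithelial markers were under 1 CPM, though 9 of 18 retinal pigment epithelium markers were. The most abundant of the 30 were ECE1 (120 CPM), PROCR (75.0 CPM) and HEY1 (26.8 CPM). Whether reads of the low markers were lost in counting was not decided by the same count (9) either, and the identity of the cells stays open. The median in DMSO was 12.2 CPM for 20 simple-epithelial markers (highest KRT8 at 915 CPM, KRT18 at 520 CPM and DSP at 280 CPM), 9.01 CPM for 18 fibroblast markers (highest COL5A1 at 387 CPM) and 0.62 CPM for 18 retinal pigment epithelium markers (highest PAX6 at 60.0 CPM); some genes of the epithelial and fibroblast lists had been seen before.

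Other genes of the paper's protein experiments had these RNA values in the same samples. The paper measured tissue factor, VCAM-1 and E-selectin as proteins in the aorta of injected mice. The values here are RNA from cultured human cells after 24 hours, so they do not test those results. F3, which encodes tissue factor, had log2 fold changes of 0.02, 0.25 and 0.20 at 5, 50 and 500 nM PTX (FDR q = 1.00, 0.37 and 0.47), VCAM1, with at most 55 counts per sample, -0.65, -1.08 and -0.91 (FDR q = 0.84, 0.20 and 0.27), and SELE 0.80, 0.45 and -0.04 (FDR q = 0.39, 0.43 and 0.96), all from edgeR. IL6 had at most 24 counts per sample and IFNA1 and IFNA2 had 0 counts in every sample. The p53 targets did not pass with camera (median 0.01, FDR q = 0.78) but did in the over-representation test among the genes higher at all 3 concentrations (3 of 34 genes, odds ratio 4.61, Fisher's exact test, FDR q = 0.036). The interferon-stimulated genes did not pass with camera (median -0.07, FDR q = 0.13) but did with fry (FDR q = 0.039). Of their 39 genes 0 were among the 391 genes higher at all 3 concentrations, and CXCL10 was among the lower genes (log2 fold change over all PTX samples -0.55, edgeR FDR q = 0.17). Over-representation among the lower genes was not tested for this list.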
